A study of Mus musculus with 26 samples.

How the data were processed

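Mammary glands of B6.129S1 mice, wild type or null for Snai2 through a LacZ allele, were minced, frozen and later dissociated, per the labels' protocols. Cells pooled from 3 mice were sorted by fluorescence on EpCAM and CD49f, and RNA was extracted with Trizol and RNeasy columns. Per the labels' protocols, 5 ng of RNA was amplified with the NuGEN Ovation V2 kit and 100 ng of cDNA went into TruSeq Nano libraries, which were sequenced on a HiSeq 2500. This amplification also copies ribosomal and unspliced RNA, and whole-transcript priming spreads reads over the gene. Genes were thus ranked by level only to name them. Per the submitters' processing notes, reads were aligned to GRCm38 with TopHat2 2.0.13 and counted per gene with HTSeq. HTSeq drops reads that align to several genes under its defaults, but its settings, version and strand option are not given in the sources used here. The analysis started from the deposited counts, whole numbers for 45706 genes in 26 libraries, and the reads themselves were not used here. Of these genes 45143 matched the GENCODE vM21 annotation, from which positions and gene types were taken.

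Libraries were placed in 13 groups by their labels for genotype, age and sorted fraction. Comparisons, their tests, gene lists and alternative settings were fixed before the data were examined, except the fits without the 2 doubted A5 libraries and tests said to be chosen later. Genes were kept by the filterByExpr function of edgeR by group (minimum count 10, minimum total 15), which left 15917, and libraries were scaled by TMM. A robust quasi-likelihood model of edgeR with 1 coefficient per group was fitted to all libraries, and each of 21 comparisons was a contrast of it, called at a Benjamini-Hochberg adjusted p under 0.05 within the comparison. All groups share the estimate of spread. CPM values are counts divided by the library total of kept genes times its TMM factor, times 1e+06. Gene lists, 28 of them for cell types and processes, were tested with camera of limma on voom values at a preset inter-gene correlation of 0.01 where at least 5 members were tested (26 lists), and again with the correlation estimated. Within each list p-values were also adjusted over its members alone. Folds against a group with 0 counts are lower bounds with the group set to 3 counts, folds with 1 to 3 counts are ratios of scaled counts with exact binomial intervals at a level of 0.95, and both cover counting error only.

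Genes named in the text followed a rule. For each main comparison it took the 6 largest rises and 6 largest falls in log2 fold change among called genes with a mean of at least 10 CPM in the higher group and no overlap of the libraries, and up to 4 members of each described list, called ones with the smallest p or, with none called, those of highest CPM. Shorter comparisons took 3 each way and 2 per list, interactions the 5 smallest p-values (the basal over luminal one also its largest falls), and Snai2, Snai1, Krt14, Krt8 and Cdkn2a were always looked at. Symbols that are numbered models or clones were left out. Where the planned fit gave few such genes, the rule was applied to the fit without the 2 doubted A5 libraries, which was chosen after the data were seen. The position of a library is its place between the means of wild-type 12-month luminal and basal libraries in log2 CPM (prior count 2), averaged over genes called between them, at most 200 each way. For the correlation of null and ageing changes, 100 sets of counts with no change were simulated against the same controls (20 with a library left out).

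Pool numbers in the labels mark the same mice, so libraries of 1 pool are paired across fractions. Deviations of same-pool libraries from their group means correlated at r = -0.669 to 0.434, with 9 of 15 pairs above 0.1, and a fit with the pool as a replicate block was run as an alternative. Other alternatives were RLE normalisation, no low-count filter, only the libraries compared, DESeq2 with its own size factors, and each library left out in turn. Simulated counts with known changes in wild-type luminal cells, 12 against 3 months, were run through the same test before use, and 4 of the unchanged genes among 15528 tested were called. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9.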

Results

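RNA was sequenced from sorted mammary cells of wild-type mice and of mice null for Snai2, the gene of the zinc-finger transcription factor also called Slug, at 3 and 12 months of age. Cells pooled from 3 mice were sorted by the surface proteins EpCAM and CD49f into luminal, basal and stromal fractions. Null glands also gave a fraction labelled luminal-basal, and at 3 months no null library was labelled basal. The 26 libraries, 12 wild-type and 14 null, formed 13 groups of 2 each. The pools were F79 and F81 (wild type, 3 months), A1 and A2 (wild type, 12 months), F82 and F84 (null, 3 months) and A5 and A6 (null, 12 months). Library totals ran from 2951035 to 16649904 counts (median 5482746.5), and 13285 to 20247 genes had at least 1 count. The mitochondrial ribosomal RNAs took 15.6% to 48% of the counts of a library. Of 45706 genes 15917 were tested. Fold changes are log2 values from edgeR ± SE, and levels are mean CPM (counts scaled for library size) ± SD of 2 libraries. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless camera is named. Each library is a pool of 3 mice, so the p-values measure the spread between pools, not mice. The shared spread spans 2 groups with a doubted A5 library, which can raise it, and fractions of a pool count as independent. The labels name no batch, and age and genotype are each carried by separate pools, so neither can be told apart from batch.

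Snai2 (ENSMUSG00000022676, GRCm38 chromosome 16, positions 14705852 to 14709385, plus strand, protein-coding) is the gene removed in the null line, in which the labels name a LacZ allele. In wild-type cells it was highest in the basal fraction, at 39.9 ± 5.81 CPM at 3 months and 55.1 ± 5.15 CPM at 12 months, and intermediate in stroma, at 19.7 ± 8.28 and 20.1 ± 3.84 CPM. Wild-type luminal cells held 1.7 ± 0.792 and 0.951 ± 0.294 CPM. All 12 wild-type libraries had at least 4 Snai2 counts. Null 12-month basal cells had 1 count against 576 in wild type (ratio 432, interval 77.3 to 17106, adjusted p = 0.0118). The call was lost without basal A1 and without basal A6. Basal genes lay at luminal level there, so fewer basal cells could also lower Snai2. At 12 months null stroma (library A5 doubted) had 1 count against 244 (ratio 222, interval 39.6 to 8823, adjusted p = 0.351). At 3 months it had 4 against 185 (log2 fold change -5.66 ± 1.35, adjusted p = 1), and neither passed the test. Null luminal cells had 0 counts at both ages, set to 3 over the group for bounds. They lay at least 4.09-fold below 20 wild-type counts at 3 months and 3.51-fold below the 10 at 12 months (each adjusted p = 1). The 3-month luminal-basal library of pool F82 had the most Snai2 reads of the null libraries, 44 (5.76 CPM), above the 4 wild-type luminal libraries (0.743 to 2.26 CPM). Snai1, the related zinc-finger gene, lay at 5.79 ± 1.28 CPM in wild-type and 19.6 ± 14 CPM in null 12-month basal cells (log2 fold change 1.75 ± 0.89, adjusted p = 0.239), and Cdkn2a, a cell-cycle inhibitor gene used as a mark of senescence, was too low to be tested.

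**Figure D1:**
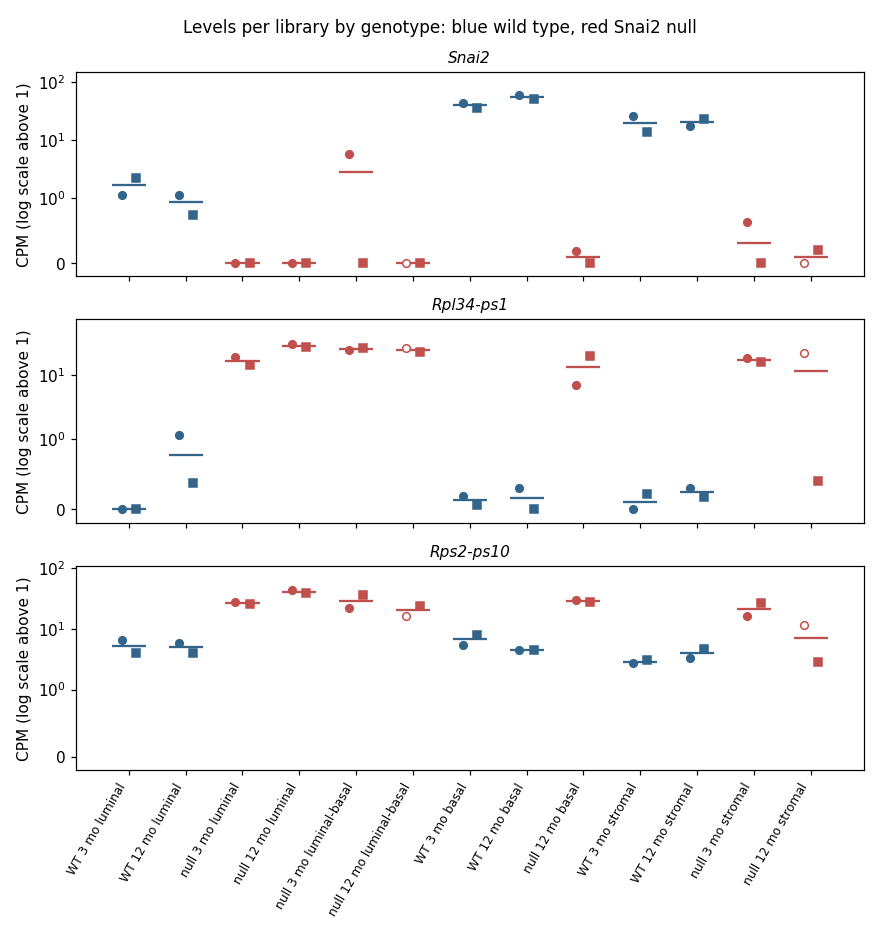
Scaled counts (CPM, vertical log axis) of Snai2, Rpl34-ps1 and Rps2-ps10 in each of the 26 libraries, by group on the horizontal axis. Circles and squares are the 2 pools of a group, bars are their mean, and open symbols are the libraries of pool A5 labelled luminal-basal and stromal. Rpl34-ps1 lay at 0 to 1.16 CPM in wild-type libraries and at 6.98 to 30.7 CPM in null libraries other than the A6 stromal library.

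Marker genes went against the labels of the sorted fractions in 2 libraries of pool A5 and in both 12-month null basal libraries. The library labelled stromal from A5 held 1025 CPM of Krt14 and 1411 CPM of Krt5, keratins of basal epithelium, and 23.9 CPM of Col1a1, the collagen I gene made by fibroblasts. The library labelled luminal-basal from A5 held 34.8 CPM of Krt14, 57.1 CPM of Krt5 and 1218 CPM of Col1a1. In pool A6 the stromal library held 40.6 CPM of Krt14 and 783 CPM of Col1a1, and the luminal-basal library 719 and 20.1 CPM. Across genes, the A5 library labelled stromal correlated with the other stromal libraries at a mean r of 0.586 and with the other luminal-basal libraries at 0.87. The A5 library labelled luminal-basal gave 0.745 with its own label and 0.907 with stroma. Both were kept under their labels, and each count of called genes is also given without them, a choice made after the data were seen. In the 12-month null basal libraries (A5 and A6) the basal list had a mean log2 CPM of 4.61 and 4.84, against 4.92 and 4.92 in null luminal and 7.51 and 7.74 in wild-type basal libraries. Their endothelial list lay at 7.86 and 7.63, against 5.41 and 5.95 in wild-type basal libraries. The A6 stromal library also stood apart, with 2087 CPM of the milk protein gene Csn2 against 794 and 35.3 CPM in wild-type 12-month stroma. Among wild-type epithelial libraries Csn2 was high in pool A1, at 19670 CPM in luminal and 6902 CPM in basal cells, against 166 and 48.9 CPM in A2.

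**Figure D2:**
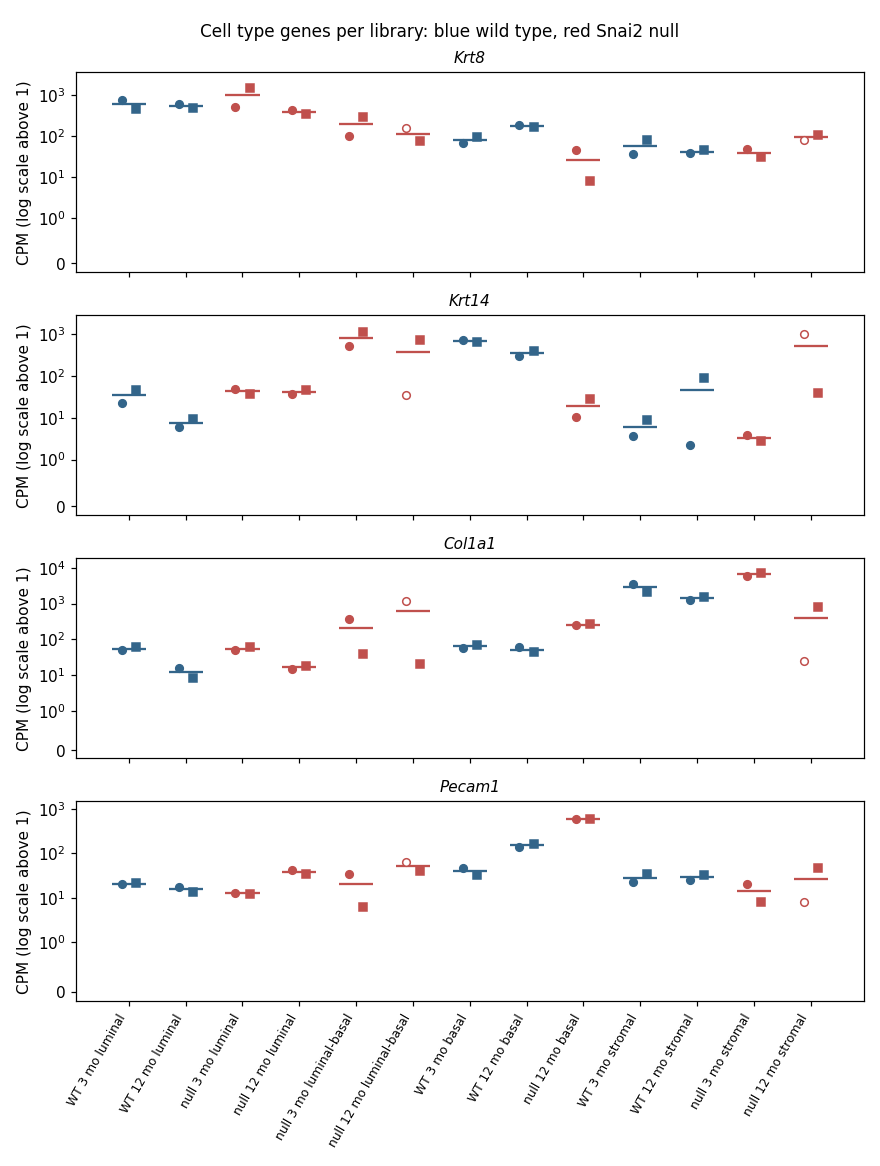
Scaled counts (CPM, vertical log axis) of Krt8, Krt14, Col1a1 and Pecam1 in each library, by group on the horizontal axis, with circles and squares for the 2 pools of a group and bars for their mean. Open symbols mark the 2 A5 libraries, in which Krt14 was 1025 CPM under the stromal label and 34.8 CPM under the luminal-basal label.

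In wild-type glands at 3 months, basal and luminal cells differed by the genes that define the epithelial layers. Of 13 tested luminal keratin, claudin and adhesion genes 9 were lower in basal cells and 0 higher, with log2 fold changes of -4.28 ± 0.57 for Cldn4, -3.21 ± 0.49 for Krt18, -4.41 ± 0.71 for Krt19 and -4.50 ± 0.82 for Cldn7. Of the list 9 passed adjusted over the list alone (camera adjusted p = 2.8e-11, 0.0218 with an estimated correlation). Hormone-sensing luminal genes were lower in basal cells in 7 of 11 cases, with -3.41 ± 0.74 for Wnt4, -4.31 ± 0.95 for Foxa1, -4.51 ± 1.05 for Areg and -4.63 ± 1.10 for Cited1. In this list 9 passed when adjusted over the list alone (camera adjusted p = 2.8e-11, 0.165 with an estimated correlation). Among genes of secretory luminal cells 7 of 16 were lower, with -2.10 ± 0.44 for Mfge8, -3.82 ± 0.81 for Wfdc18, -3.99 ± 0.89 for Elf5 and -3.62 ± 0.87 for Kit. Members passing numbered 9 adjusted over the list alone (camera adjusted p = 5.6e-07, 0.36 with an estimated correlation). The contractile genes Mylk, Myh11, Acta2 and Tagln were the called members of the basal and myoepithelial list, 4 of 19, and rose by 4.40 ± 1.0 for Mylk, 4.25 ± 1.06 for Myh11, 4.58 ± 1.21 for Acta2 and 3.93 ± 1.07 for Tagln. Passing members were 16 adjusted over the list alone (camera adjusted p = 1.5e-10, 0.503 with an estimated correlation). Krt14 was 693 ± 58.9 against 35.1 ± 16.7 CPM (adjusted p = 0.149) and Krt8, the luminal keratin, 80.6 ± 18.5 against 609 ± 197 CPM (adjusted p = 0.0196). Matrix genes were higher in basal cells, 6 of 17, with 4.13 ± 0.38 for Postn, 3.53 ± 0.40 for Bgn, 3.53 ± 0.41 for Sparc and 3.42 ± 0.42 for Col4a2. The list had 7 passing adjusted over the list alone (camera adjusted p = 5.1e-08, 0.384 with an estimated correlation).

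The largest rises in 3-month basal over luminal cells were 5.44 ± 1.54 for Vsnl1, 5.30 ± 1.29 for Kcnq5, 5.07 ± 1.36 for Lmntd1 and 5.04 ± 1.40 for Tmem200a, with count ratios of 56.1 (19 to 274) for Fam180a and 41.7 (14.1 to 203) for Unc79. Vsnl1 encodes a neuronal calcium sensor and Kcnq5 a voltage-gated potassium channel. The largest falls were -5.80 ± 1.37 for Tph1, -5.59 ± 1.26 for Aqp5, -5.40 ± 1.20 for Gipc2, -5.00 ± 1.14 for Cldn8 and -4.90 ± 0.87 for Tmprss2, and Cldn6 gave 2 counts in basal against 230 in luminal cells, a ratio of 212 (57.9 to 1758). Tph1 encodes tryptophan hydroxylase of serotonin synthesis, Aqp5 a water channel and Cldn6 and Cldn8 tight-junction claudins. Snai2 itself was higher in basal cells (4.54 ± 1.17, adjusted p = 0.0314). In all 624 genes were higher and 375 lower in basal cells, 999 together, and 1751 without the doubted A5 libraries. The count was 1742 without the low-count filter, 3489 with only the libraries compared and 1720 with DESeq2. Leaving out 1 library gave 164 without luminal F79, 369 without luminal F81, 250 without basal F79 and 446 without basal F81. Of 34 called genes named here, 9 kept the call with each library left out in turn, and with the pool as a replicate block Acta2, Myh11, Mylk, Tagln, Unc79 and Vsnl1 lost it.

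Stroma differed from the mean of both epithelial fractions at 3 months by fibroblast and matrix genes. All 17 tested matrix genes were higher in stroma, with 3.06 ± 0.29 for Col4a1 and 2.82 ± 0.28 for Postn. Of the list 17 passed adjusted over the list alone (camera adjusted p = 3.2e-23, 0.0701 with an estimated correlation). Of 12 fibroblast genes 11 were higher, with 4.01 ± 0.72 for Mmp2 and 5.45 ± 1.10 for Serpinf1. In this list 12 passed when adjusted over the list alone (camera adjusted p = 8.9e-12, 0.176 with an estimated correlation). Secreted factors associated with senescence were higher in 5 of 11 cases, with 1.94 ± 0.41 for Igfbp3. Members passing numbered 10 adjusted over the list alone (camera adjusted p = 1.4e-07, 0.176 with an estimated correlation). Regulators of the epithelial-mesenchymal transition were higher in 4 of 11, with 2.12 ± 0.36 for Tcf4 and 3.63 ± 0.73 for Vim. Passing members were 7 adjusted over the list alone (camera adjusted p = 2.0e-05, 0.176 with an estimated correlation). Lower in stroma were 6 of 13 luminal genes, with -2.87 ± 0.53 for Cd24a and -2.17 ± 0.43 for Epcam. The list had 8 passing adjusted over the list alone (camera adjusted p = 2.6e-07, 0.0701 with an estimated correlation). So were 9 of 12 genes of the mitochondrial genome, with -1.87 ± 0.34 for mt-Nd1 and -1.98 ± 0.47 for mt-Co2. Of the list 11 passed adjusted over the list alone (camera adjusted p = 6.9e-10, 0.176 with an estimated correlation). The muscle myosin gene Myh4, a marker of tissue outside the sorted fractions, had 110 counts in stroma and 2 in epithelium (ratio 199, interval 53.9 to 1666, adjusted p = 0.0293), 1 of 9 muscle genes called. In this list 4 passed when adjusted over the list alone (camera adjusted p = 0.0114, 0.494 with an estimated correlation). Besides Myh4, large changes were count ratios of 295 (80.4 to 2459) for Zfp385b, 478 (84.4 to 19032) for the prostaglandin F receptor gene Ptgfr and 169 (56.7 to 829.8) for Emx2os, all higher in stroma. Adora1, of an adenosine receptor, was lower by a ratio of 129 (23 to 5102), and the other large falls were -5.23 ± 1.15 for Rnf43 and -5.05 ± 1.06 for Fam83g, of which Rnf43 encodes a ubiquitin ligase of Wnt receptors. In total 1045 genes were higher and 434 lower (2508 without the doubted A5 libraries). Other settings called 2345 without the low-count filter, 882 with the pool as a replicate block and 4194 with only the libraries compared. With 1 library left out the count was 484 without luminal F79, 584 without luminal F81, 553 without basal F79, 515 without basal F81, 160 without stromal F79 and 476 without stromal F81. Among 18 called genes named here, 4 kept the call with each library left out in turn, and with the pool as a replicate block Adora1, Myh4, Ptgfr and Zfp385b lost it.

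At 12 months the wild-type basal fraction carried, beside myoepithelial and matrix genes, genes of blood vessels. Endothelial genes were higher than in luminal cells in 6 of 11 cases, with 3.30 ± 0.72 for Pecam1 and 2.77 ± 0.63 for Eng, and Pecam1 was 153 ± 15.6 against 15.6 ± 2.56 CPM. Members passing numbered 9 adjusted over the list alone (camera adjusted p = 5.1e-11, 0.251 with an estimated correlation). In 3-month basal cells Pecam1 was 39.5 ± 10.3 CPM. Matrix genes were higher in 6 of 17 cases, with 5.07 ± 0.40 for Postn and 4.86 ± 0.43 for Bgn. Passing members were 9 adjusted over the list alone (camera adjusted p = 1.8e-10, 0.251 with an estimated correlation). Basal genes were higher in 3 of 19, with 5.42 ± 1.06 for Mylk and 5.85 ± 1.15 for Myh11. The list had 15 passing adjusted over the list alone (camera adjusted p = 1.8e-10, 0.371 with an estimated correlation). Luminal genes were lower in 2 of 13, with -2.45 ± 0.52 for Cldn4 and -1.96 ± 0.46 for Krt18. Of the list 10 passed adjusted over the list alone (camera adjusted p = 1.5e-12, 0.0147 with an estimated correlation). The largest rises were Zfp365, at least 69.3-fold against 0 luminal counts, Brinp3 with a ratio of 499 (89.1 to 19740) and Fmod, of the collagen-binding proteoglycan fibromodulin, with 7.51 ± 1.12. Besides Cldn4, the largest falls were -2.72 ± 0.69 for Tox2 and -2.29 ± 0.56 for Erbb3. Higher in basal cells were 437 genes and lower 23 (1004 together without the doubted A5 libraries). The total of 460 became 1394 without the low-count filter, 1993 with only the libraries compared and 1025 with DESeq2. It was 204 without luminal A1, 126 without luminal A2, 232 without basal A1 and 224 without basal A2 when 1 library was left out. Of the 13 called genes named here, 3 kept the call with each library left out in turn, and with the pool as a replicate block Brinp3 and Krt18 lost it.

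Between 3 and 12 months, wild-type luminal cells changed in 3 genes at the planned test. Pdk4, a kinase that holds back pyruvate oxidation, rose from 12.6 ± 11.6 to 289 ± 14.9 CPM (4.52 ± 0.68, adjusted p = 0.0272), Fam46c from 4.02 ± 0.287 to 55 ± 6.85 CPM (3.77 ± 0.62, adjusted p = 0.0329), and Igsf10 fell from 13.4 ± 2.17 to 2.09 ± 0.324 CPM (-2.67 ± 0.36, adjusted p = 0.00628). In the same luminal libraries the fibroblast list lay at a mean log2 CPM of 4.92 and 4.93 at 3 and 3.51 and 2.53 at 12 months, and the endothelial list at 3.57 and 3.58 and at 2.93 and 2.40. Without the doubted A5 libraries, a fit chosen after the data were seen, 85 genes rose and 30 fell, and the values that follow are from it. Its largest other rises were 3.56 ± 0.72 for Dck, 3.26 ± 0.61 for Ctgf, 2.95 ± 0.65 for Stmn1 and 2.91 ± 0.57 for Rasgef1b, of which Ctgf encodes a matrix-associated growth factor and Stmn1 a microtubule regulator. Its largest other falls were -3.10 ± 0.71 for Pdlim4, -2.55 ± 0.59 for Apold1, -2.54 ± 0.52 for Myl9 and -2.47 ± 0.43 for Col14a1, and -2.53 ± 0.53 for the smooth-muscle myosin gene Myh11, the 1 of 19 basal genes that fell. In this list 4 passed when adjusted over the list alone (camera adjusted p = 1.1e-05, 0.331 with an estimated correlation). Immediate-early and stress genes, which tissue dissociation is known to induce, rose in 3 of 15 cases, with 1.97 ± 0.40 for Fosb, 2.09 ± 0.42 for Jun and 2.04 ± 0.45 for Dusp1. Members passing numbered 14 adjusted over the list alone (camera adjusted p = 1.1e-19, 0.227 with an estimated correlation). Matrix genes fell in 3 of 17, with -1.91 ± 0.36 for Bgn, -1.72 ± 0.34 for Postn and -1.73 ± 0.36 for Sparc. Passing members were 9 adjusted over the list alone (camera adjusted p = 4.7e-08, 0.261 with an estimated correlation). Pcna, the replication clamp gene, rose by 1.92 ± 0.30, the 1 of 17 replication genes called. The list had 1 passing adjusted over the list alone (camera adjusted p = 2.4e-04, 0.33 with an estimated correlation). The replication list had a mean log2 CPM of 2.53 and 2.31 at 3 months and of 2.52 and 3.76 in A1 and A2 at 12 months, so that its rise lay in pool A2. At an unadjusted p under 0.05 the planned test gave 903 genes, and the count called was 331 without the low-count filter, 550 with only the libraries compared and 119 with DESeq2. Leaving out 1 library gave 5 without luminal F79, 1 without luminal F81, 0 without luminal A1 and 0 without luminal A2.

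In wild-type basal cells edgeR's planned test called 0 genes between 3 and 12 months (1067 at an unadjusted p under 0.05, 87 called with DESeq2), and 50 rose and 5 fell without the doubted A5 libraries. In that fit the largest rises were 3.65 ± 0.77 for Lonrf3, 3.36 ± 0.57 for Pkp2, 3.13 ± 0.65 for Pcdh17, 3.06 ± 0.66 for Slc16a10, 3.04 ± 0.64 for Ifit1 and 2.74 ± 0.56 for Sele. The largest falls were -3.25 ± 0.70 for Has2, -1.77 ± 0.35 for Spaca6 and -1.74 ± 0.36 for Gcc1, and Cdh19, a cadherin gene of Schwann cells, had 0 counts at 12 months against 113 at 3 months, at least 18-fold lower. Cldn4 was 29.6 ± 10.8 against 4.53 ± 3.43 CPM (2.59 ± 0.53), 1 of 13 luminal genes called. Of the list 6 passed adjusted over the list alone (camera adjusted p = 4.9e-04, 0.396 with an estimated correlation). The vessel gene Emcn rose by 2.21 ± 0.46, 1 of 11 endothelial genes called. In this list 4 passed when adjusted over the list alone (camera adjusted p = 1.3e-11, 0.122 with an estimated correlation). Fosb was 6049 ± 800.2 against 1489.5 ± 42.7 CPM (2.01 ± 0.40) and Pcna 204 ± 19.3 against 75.1 ± 15 CPM (1.43 ± 0.29). The basal list lay at a mean log2 CPM of 8.65 and 8.33 at 3 and 7.51 and 7.74 at 12 months in these basal libraries, and the luminal list at 4.70 and 5.03 and at 5.88 and 5.91. The planned fit called 211 without the low-count filter, 706 with only the libraries compared and 87 with DESeq2, and 0 with any 1 library left out.

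For wild-type stroma the planned edgeR test also called 0 genes with age (729 at an unadjusted p under 0.05, 48 called with DESeq2), and without the doubted A5 libraries 33 rose and 4 fell. In that fit Sirt1, a protein deacetylase gene, was 275 ± 82.3 against 54.5 ± 7.21 CPM at 12 against 3 months (2.29 ± 0.40), and the other large rises were 3.10 ± 0.49 for Neto2, 2.29 ± 0.40 for Ddx51, 2.23 ± 0.43 for Zswim6, 2.23 ± 0.45 for Simc1 and 2.21 ± 0.34 for Mknk2. The falls were -5.04 ± 0.98 for Mrc1, -2.73 ± 0.57 for Apold1, -1.77 ± 0.36 for Gcc1 and -1.71 ± 0.32 for Steap4. Mrc1, the mannose receptor gene of macrophages, is 1 of 10 macrophage genes called. Members passing numbered 2 adjusted over the list alone (camera adjusted p = 8.1e-04, 0.199 with an estimated correlation). MHC class II genes of antigen-presenting cells had a median of -2.41 in the planned fit, with 0 called among 7 and 4 lower adjusted over the list alone (camera adjusted p = 3.1e-07, 0.0404 with an estimated correlation), and the second p was 0.104 without the doubted A5 libraries. The list's most abundant gene, Cd74, was 6.97 ± 5.43 against 14.3 ± 3.43 CPM (adjusted p = 1). Stress genes were called in 1 of 15 cases, Hspb1 with 1.95 ± 0.37. Passing members were 8 adjusted over the list alone (camera adjusted p = 5.2e-14, 0.187 with an estimated correlation). Pcna rose by 1.95 ± 0.30. Across the age comparisons of the 3 fractions, 8 genes rose in all of them without the doubted libraries, among them Slbp, Hnrnph1, Dnajb9, Pcna, Zswim6, Tob1 and Snhg5. Luminal and basal cells shared 18 rises (0.247 for independent lists), luminal and stromal cells 19 (0.163), and basal and stromal cells 9 (0.0957). The fractions come from the same pools, which can share differences other than age. Counts for stroma were 147 without the low-count filter, 290 with only the libraries compared and 48 with DESeq2, and 0 with any 1 library left out.

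Young null and wild-type cells were set against each other in the luminal and the stromal fraction, since no null library was labelled basal at 3 months. The planned edgeR test called 0 genes in luminal cells (355 at an unadjusted p under 0.05, 3 called with DESeq2) and 0 in stroma (468 and 5). With both doubted A5 libraries left out, 1 gene rose in luminal cells and 2 in stroma, all of them pseudogenes of ribosomal proteins. Rpl34-ps1 (ENSMUSG00000068396, chromosome 6, 71124610 to 71124963, processed pseudogene) had 125 counts in null and 0 in wild-type luminal cells, at least 67.9-fold higher (adjusted p = 0.00121), and a ratio of 165 (29.2 to 6550.4) in stroma (adjusted p = 0.00688). Rps2-ps10 (ENSMUSG00000091957, chromosome 18, 61259008 to 61259972, transcribed processed pseudogene) was 21.3 ± 7.23 against 2.89 ± 0.203 CPM in stroma (2.83 ± 0.47, adjusted p = 0.0495). Reads of a processed pseudogene can be shared with its parent gene, so both levels are uncertain. Replication genes in luminal cells had a median log2 fold change of 0.67, with 0 of 17 called in either adjustment (camera adjusted p = 7.9e-04, 0.632 with an estimated correlation). In stroma the matrix genes had 0.47, with 0 of 17 called in either (camera adjusted p = 1.6e-04, 0.75 with an estimated correlation). Krt8 in luminal cells was 988 ± 676 against 609 ± 197 CPM (adjusted p = 1). Luminal counts were 17 without the low-count filter, 1 with only the libraries compared and 3 with DESeq2, and stromal counts 22 without the low-count filter, 2 with only the libraries compared and 5 with DESeq2, both 0 with any 1 library left out.

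In luminal cells at 12 months the planned edgeR test called 0 genes between null and wild type (482 at an unadjusted p under 0.05, 22 called with DESeq2). Without the doubted A5 libraries 4 genes rose: Rpl34-ps1 (5.17 ± 0.74, adjusted p = 0.0151), Rps2-ps10 (2.97 ± 0.45, adjusted p = 0.0151), Fgd5 and Cxcl12. Fgd5, a guanine nucleotide exchange factor gene of endothelial cells, was 12.1 ± 1.2 against 1.7 ± 0.221 CPM (2.75 ± 0.48, adjusted p = 0.0476), and Cxcl12, the chemokine gene, 36.5 ± 13.4 against 7.71 ± 3.29 CPM (2.17 ± 0.38, adjusted p = 0.0476). The endothelial list had a median of 1.24 in the same fit, with 0 of 11 called. The list had 5 passing adjusted over the list alone (camera adjusted p = 1.4e-06, 0.32 with an estimated correlation). Pecam1 was 38.5 ± 6.49 against 15.6 ± 2.56 CPM. Secretory luminal genes had a median of -1.28 in the planned fit, with 0 of 16 called and 2 lower adjusted over the list alone (camera adjusted p = 2.0e-07, 0.373 with an estimated correlation). Csn2, the most abundant of them, was 1067 ± 1200.2 against 9919 ± 13792 CPM, and the wild-type mean came mainly from pool A1. Basal genes had a median of 1.56 without the doubted libraries, with 0 of 19 called and 3 higher adjusted over the list alone (camera adjusted p = 8.1e-08, 0.32 with an estimated correlation), and Krt14 was 42.9 ± 6.76 against 7.64 ± 2.34 CPM (adjusted p = 1). The planned fit gave 106 without the low-count filter, 14 with only the libraries compared and 22 with DESeq2, and 0 with any 1 library left out.

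Among the fractions compared between genotypes, the basal one at 12 months had the most called genes, with 380 genes higher and 484 lower. Schwann cell genes were higher in 4 of 7 cases. Cdh19 had 244 counts against 0, at least 128-fold, and the myelin gene Mbp rose by 2.61 ± 0.57. Of the list 5 passed adjusted over the list alone (camera adjusted p = 7.3e-05, 0.0176 with an estimated correlation). Endothelial genes had a median of 2.12, with 0 of 11 called over all genes and 5 higher adjusted over the list alone (camera adjusted p = 2.9e-10, 0.158 with an estimated correlation). Their most abundant members were 1519.6 ± 288 against 242 ± 59.6 CPM for Ptprb, 833 ± 113 against 139 ± 27.2 CPM for Cdh5, 281 ± 35.7 against 43.2 ± 7.07 CPM for Kdr and 594 ± 0.434 against 153 ± 15.6 CPM for Pecam1, with adjusted p-values of 0.0646 to 0.13. Fibroblast genes had a median of 1.82, with 0 of 12 called over all genes and 0 adjusted over the list alone (camera adjusted p = 0.0336, 0.665 with an estimated correlation). Without the doubted A5 libraries 7 endothelial genes were called, and 5 of 9 adipocyte genes. In the planned fit adipocyte genes had a median of 3.18 with 0 of 8 called, and Fabp4 was 3298 ± 279 against 424 ± 115 CPM (adjusted p = 0.0931). In this list 5 passed when adjusted over the list alone (camera adjusted p = 5.0e-06, 0.158 with an estimated correlation). The pericyte receptor gene Notch3 rose by 2.76 ± 0.58, 1 of 7 pericyte genes. Members passing numbered 2 adjusted over the list alone (camera adjusted p = 9.4e-06, 0.236 with an estimated correlation). The macrophage gene Mrc1 rose by 3.29 ± 0.91, 1 of 7. Passing members were 1 adjusted over the list alone (camera adjusted p = 0.243, 0.665 with an estimated correlation). Interferon-induced genes had 0 of 17 called and 4 adjusted over the list alone (camera adjusted p = 1.2e-07, 0.17 with an estimated correlation).

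Some epithelial genes were called lower in the same null basal libraries. Luminal genes fell in 3 of 13 cases, with -2.17 ± 0.47 for Epcam, -2.73 ± 0.70 for Krt8 and -3.55 ± 0.95 for Gata3. The list had 7 passing adjusted over the list alone (camera adjusted p = 6.6e-05, 0.158 with an estimated correlation). Secretory luminal genes were lower in 3 of 16, with -4.11 ± 0.84 for Wfdc18, -1.95 ± 0.44 for Mfge8 and -1.89 ± 0.54 for Lcn2. Of the list 3 passed adjusted over the list alone (camera adjusted p = 0.0108, 0.516 with an estimated correlation). In wild-type A1, A2 and null A5, A6 the secretory list's mean log2 CPM was 7.17, 5.16, 4.10 and 5.15 (A2 and A6 alike). That of the basal list was 7.51, 7.74, 4.61 and 4.84. Of 19 basal genes 1 was called, the growth factor gene Nrg1, with 1 count against 219 (ratio 164, 29.2 to 6522). Adjusted over the list alone 1 passed (camera adjusted p = 2.1e-04, 0.521 with an estimated correlation). Krt14 was 19.2 ± 12.3 against 356 ± 69.2 CPM (adjusted p = 0.136). Among the largest falls beside Snai2 were genes with 0 null counts, at least 87-fold for Csdc2, 48.3-fold for Capn6, 34.6-fold for the carbonic anhydrase gene Car12 and 29.5-fold for Rap1gap2. Beside Cdh19 the largest rises were count ratios of 141 (24.8 to 5630) for Col24a1, 123 (21.5 to 4893) for Gas2, 127 (22.2 to 5051) for Rpl34-ps1 and 97.3 (16.9 to 3893) for Slc35d2, and 6.52 ± 1.55 for Col10a1. Col4a1, of vessel and epithelial basement membranes, rose by 1.25 ± 0.35 and the transcription factor gene Tcf4 by 1.86 ± 0.45, while Sqle of cholesterol synthesis fell (-2.55 ± 0.53). The null library of pool A6 had 13285 detected genes, the fewest of any library. The 864 calls of the planned fit became 1926 without the doubted A5 libraries, 1975 without the low-count filter, 355 with only the libraries compared and 1963 with DESeq2. Leaving out 1 library gave 75 without basal A1, 80 without basal A2, 3128 without basal A5 and 101 without basal A6. The balance of higher and lower genes varied, with 237 and 118 for only the libraries compared, 1114 and 861 without the filter, 8 and 67 without wild-type A1 and 6 and 74 without A2. Of the 24 called genes named here, 1 kept the call with each library left out in turn.

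Stroma labelled null and wild type at 12 months gave 0 calls by edgeR (1504 at an unadjusted p under 0.05, 135 called with DESeq2), and 0 without the doubted A5 libraries. The null pair includes the A5 library labelled stromal that carried basal keratins. With it, basal genes had a median log2 fold change of 2.95 with 0 of 19 called in either adjustment (camera adjusted p = 1.0e-08, 0.34 with an estimated correlation), and without it -0.14. Fibroblast genes had -1.59 with it (camera adjusted p = 1.0e-08, 0.333 with an estimated correlation) and -0.60 without, and 0 of 12 were called in either adjustment. Their most abundant gene, Col3a1, was 704 ± 966 against 2339 ± 192 CPM (adjusted p = 0.747). Luminal genes had a median of 1.19 and 5 of 13 higher adjusted over the list alone (camera adjusted p = 2.5e-06, 0.156 with an estimated correlation). MHC class II genes had 2.63 and 3 of 7 (camera adjusted p = 1.8e-04, 0.156 with an estimated correlation). Cd74 was 47 ± 11.6 against 6.97 ± 5.43 CPM and Epcam 532 ± 205 against 128 ± 85.8 CPM (adjusted p = 0.404 and 0.351). The planned fit called 628 without the low-count filter and 135 with DESeq2, and leaving out 1 library 534 without stromal A6.

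Null luminal cells at 12 against 3 months gave 0 edgeR calls (625 at an unadjusted p under 0.05, 2 with DESeq2, 0 without the doubted A5 libraries). Immediate-early and stress genes had a median of 1.57, with 12 of 15 higher adjusted over the list alone and 0 over all genes (camera adjusted p = 9.3e-19, 0.188 with an estimated correlation). The most abundant, Fosb and Zfp36, were 7199.9 ± 941 against 3553 ± 2311 CPM and 4805 ± 2045 against 1622 ± 873 CPM. The fraction labelled luminal-basal gave 0 calls in the planned fit (1202 at an unadjusted p under 0.05, 30 with DESeq2). Once the doubted A5 libraries were left out, 1 library remained at 12 months, assumed to vary like the others, and 90 genes rose and 161 fell, with ratios of 792 (218 to 6562) for Krt24 and 272 (47.5 to 10869) for Odf3, 7.45 ± 1.69 for Tnfaip8l3, and falls of at least 34-fold for Adam19, 19.9-fold for Ehd3 and 18-fold for Pcbp4. The direction of 3 of these changed with the libraries kept: Adam19 had a fitted log2 fold change of 0.64 in the planned fit, and with 1 library left out Adam19 ran from -9.84 to 1.71, Ehd3 from -9.07 to 1.46 and Krt24 from -2.81 to 11.07. In null stroma 135 genes rose and 27 fell with age, with luminal genes higher in 4 of 13 cases, for example 3.07 ± 0.49 for Epcam and 4.99 ± 0.82 for Spint2. Members passing numbered 8 adjusted over the list alone (camera adjusted p = 8.2e-09, 0.0304 with an estimated correlation). Matrix genes were lower in 4 of 17, for example -2.40 ± 0.39 for Sparc and -1.86 ± 0.34 for Postn. Passing members were 8 adjusted over the list alone (camera adjusted p = 1.2e-20, 0.055 with an estimated correlation). The basal integrin gene Itga6 rose by 4.76 ± 0.94, 1 of 19 basal genes, a list whose median was 4.97 with and 1.90 without the doubted A5 libraries. The list had 19 passing adjusted over the list alone (camera adjusted p = 1.1e-08, 0.421 with an estimated correlation). The largest rises were Lrp8, at least 77.8-fold, Slc25a13 with a ratio of 126 (22.3 to 5029.7) and Hook1 with 6.53 ± 1.0, and the largest falls Il1rl1, of the interleukin-33 receptor, with a ratio of 111 (37.5 to 539), and -3.02 ± 0.60 for Itga5 and -2.76 ± 0.56 for Kdelr3. The stromal count of 162 was 33 without the doubted A5 libraries, 1180 without the low-count filter, 0 with only the libraries compared and 757 with DESeq2. With 1 library left out it was 30 without stromal F82, 2 without stromal F84, 2 without stromal A5 and 941 without stromal A6. Of the 11 called genes named here for stroma, 0 kept the call with each library left out in turn. Luminal counts were 59 without the low-count filter and 2 with DESeq2, and 1 without luminal F82. For luminal-basal cells 257 rose and 34 fell without the low-count filter.

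The luminal-basal fraction of 3-month null glands was compared with null luminal cells. Matrix genes were higher in 7 of 17 cases, with 3.96 ± 0.37 for Postn, 3.46 ± 0.40 for Bgn, 3.25 ± 0.38 for Col4a1 and 3.28 ± 0.41 for Sparc. Of the list 10 passed adjusted over the list alone (camera adjusted p = 3.5e-10, 0.297 with an estimated correlation). The fibroblast list also lay higher in 1 of the 2 luminal-basal libraries, at a mean log2 CPM of 7.83 and 4.26 in F82 and F84, against 4.45 and 4.15 in the luminal libraries of these pools. Basal genes had a median of 3.77, with 0 of 19 called and 15 higher adjusted over the list alone (camera adjusted p = 2.4e-10, 0.505 with an estimated correlation). The most abundant of them were 1709.9 ± 266 against 129 ± 73 CPM for Myh11, 1703 ± 668 against 111 ± 58.6 CPM for Acta2, 1147 ± 694 against 58.1 ± 15.3 CPM for Krt5 and 720.2 ± 228 against 340.2 ± 64.7 CPM for Itga6, and Krt14 was 836 ± 451 against 43.1 ± 8.68 CPM (adjusted p = 0.20). The fit without the doubted A5 libraries called 14 of the basal genes. Luminal genes were lower in 2 of 13, with -2.81 ± 0.48 for Krt18 and -3.08 ± 0.67 for Krt19. In this list 7 passed when adjusted over the list alone (camera adjusted p = 1.1e-09, 0.051 with an estimated correlation). Hormone-sensing genes were lower in 1 of 11, with -4.42 ± 1.10 for Cited1. Members passing numbered 8 adjusted over the list alone (camera adjusted p = 1.6e-10, 0.185 with an estimated correlation). Targets of p53 moved both ways, with 3.93 ± 0.90 for Phlda3, 3.38 ± 0.84 for Pmaip1 and -2.56 ± 0.55 for Trp53inp1 (2 higher and 1 lower of 16, 2 and 1 adjusted over the list alone, camera adjusted p = 0.606). Pcna rose by 1.52 ± 0.38 and Egr2, an immediate-early gene, by 3.16 ± 0.53. The largest rises were count ratios of 169 (30.2 to 6696) for Prkg2, 80.2 (22 to 664) for Kcnmb1, 65.7 (22.3 to 319.9) for Kcnq5 and 49.5 (13.5 to 411) for Mn1, and 5.70 ± 0.83 for Cacna1g and 4.98 ± 1.29 for Gfra1. The largest falls besides Cited1 were -4.53 ± 1.13 for Slc28a3, -4.30 ± 1.17 for Tmprss13, -3.99 ± 0.94 for Fam25c, -3.98 ± 1.08 for Vill and -3.96 ± 0.87 for Gabrp. In total 411 genes were higher and 84 lower (1196 without the doubted A5 libraries). The count was 1561 without the low-count filter and 1102 with DESeq2. It was 154 without luminal F82, 156 without luminal F84 and 210 without luminal-basal F82 with 1 library left out. Among the 23 called genes named here, 6 kept the call with each library left out in turn, and with the pool as a replicate block Fam25c, Gfra1, Kcnmb1, Kcnq5, Phlda3, Pmaip1, Slc28a3, Tmprss13 and Vill lost it.

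At 12 months the same contrast holds the A5 library labelled luminal-basal, which carried stromal markers. With all libraries 372 genes were higher and 55 lower than in null luminal cells, and without the doubted A5 libraries 1767 were called. Fibroblast genes had a median of 4.91 with it (1 of 12 called, 12 adjusted over the list alone, camera adjusted p = 0.0014, 0.839 with an estimated correlation) and -0.70 without, and Mmp2 was 256 ± 285 against 8.08 ± 1.14 CPM (4.99 ± 1.0). Matrix genes were higher in 8 of 17 cases with it, with 3.82 ± 0.37 for Postn, 3.45 ± 0.40 for Bgn, 3.24 ± 0.38 for Col4a1 and 3.39 ± 0.42 for Col4a2, and in 6 without it. Passing members were 16 adjusted over the list alone (camera adjusted p = 2.9e-13, 0.20 with an estimated correlation). Basal genes had 0 of 19 called with it. The list had 3 passing adjusted over the list alone (camera adjusted p = 7.9e-04, 0.839 with an estimated correlation). Without it 13 were called. Of the list 19 passed adjusted over the list alone (camera adjusted p = 3.0e-20, 0.222 with an estimated correlation). Krt18 was lower in both fits, at -1.77 ± 0.46 in the planned one, 1 of 13 luminal genes. In this list 2 passed when adjusted over the list alone (camera adjusted p = 3.0e-05, 0.20 with an estimated correlation). The largest rises were count ratios of 144 (25.5 to 5719.8) for Gxylt2 and 60.7 (20.5 to 296) for Dram1, and 5.38 ± 1.30 for Prkg2, 5.19 ± 1.14 for Cyp7b1, 5.11 ± 0.88 for Mark1 and 5.08 ± 0.50 for Osr1, and the largest falls -3.86 ± 0.92 for Fam25c, -3.42 ± 0.85 for Snhg11, -3.31 ± 0.81 for Gatb, -2.65 ± 0.68 for Tox2, -2.56 ± 0.52 for Phyh and -2.49 ± 0.56 for Slc7a2. The count of 427 was 1579 without the low-count filter, 0 with only the libraries compared and 1212 with DESeq2. It was 109 without luminal A5, 49 without luminal A6 and 1195 without luminal-basal A5 with 1 library left out. Of 18 called genes named here, 5 kept the call with each library left out in turn, and with the pool as a replicate block Cyp7b1, Fam25c, Gatb, Krt18, Snhg11 and Tox2 lost it.

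Against null basal cells of the same 12-month pools, the luminal-basal fraction had fewer vessel and nerve genes and more luminal ones. Endothelial genes were lower in 10 of 11 cases, with -3.48 ± 0.72 for Pecam1, -4.79 ± 1.03 for Cldn5, -3.77 ± 0.85 for Ptprb and -4.20 ± 0.97 for Emcn, and in 11 without the doubted A5 libraries. Members passing numbered 10 adjusted over the list alone (camera adjusted p = 5.2e-15, 0.0969 with an estimated correlation). Schwann cell genes were lower in 4 of 7, with -4.72 ± 1.34 for Cdh19 and -1.85 ± 0.54 for Mbp, while Erbb3, which luminal cells also express, rose by 2.13 ± 0.57. Passing members were 5 adjusted over the list alone (camera adjusted p = 0.00244, 0.0969 with an estimated correlation). Adipocyte genes were lower in 3 of 8, with -4.20 ± 1.05 for Fabp4 and -3.72 ± 1.10 for Pparg and 0 counts of Cfd against 41, at least 27-fold lower. The list had 5 passing adjusted over the list alone (camera adjusted p = 5.8e-06, 0.113 with an estimated correlation). Luminal genes were higher in 6 of 13, with 2.54 ± 0.48 for Epcam, 3.91 ± 0.96 for Gata3, 1.99 ± 0.52 for Cldn4 and 2.66 ± 0.72 for Spint2. Of the list 9 passed adjusted over the list alone (camera adjusted p = 6.1e-06, 0.0969 with an estimated correlation). Basal genes had 0 of 19 called in either adjustment with all libraries (camera adjusted p = 0.0345, 0.911 with an estimated correlation) and 15 higher without the doubted ones, and Krt14 was 377 ± 484 against 19.2 ± 12.3 CPM (adjusted p = 0.113). Among the largest rises were genes with 0 counts in null basal cells, at least 64-fold for Tnfrsf19, 56.4-fold for Csdc2, 51.2-fold for Kcnma1, 50.4-fold for Car12 and 43.4-fold for Serpina3h. The largest falls were at least 146-fold for Ffar2 and 93.1-fold for Cnksr2, and count ratios of 184 (32.3 to 7342) for Mlip, 245 (43.3 to 9744) for Fam57b, 199.8 (35.2 to 7959.5) for Vsig2 and 172 (30.2 to 6862) for Kif26a. Higher were 688 genes and lower 661, and without the doubted A5 libraries 3452 were called. The total of 1349 became 2265 without the low-count filter, 891 with the pool as a replicate block, 0 with only the libraries compared and 2451 with DESeq2. It was 2695 without luminal-basal A5, 316 without luminal-basal A6, 3562 without basal A5 and 282 without basal A6 with 1 library left out. Among 25 called genes named here, 2 kept the call with each library left out in turn, and with the pool as a replicate block Car12, Cdh19, Cldn4, Cnksr2, Fabp4, Ffar2, Mbp, Mlip, Pparg and Spint2 lost it.

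Null luminal-basal and wild-type basal cells at 3 months differed in 8 genes, all higher in the null cells. Besides Rpl34-ps1 (ratio 288, interval 79.2 to 2385) they held Pkp2 (4.81 ± 0.61), Gca (4.61 ± 0.81) and Cldn4 (3.63 ± 0.56), 1 of 13 luminal genes. In this list 4 passed when adjusted over the list alone (camera adjusted p = 1.0e-04, 0.427 with an estimated correlation). Krt14 was 836 ± 451 against 693 ± 58.9 CPM and Krt8 198 ± 141 against 80.6 ± 18.5 CPM (adjusted p = 0.988 and 0.751). The fit without the doubted A5 libraries called 54 genes, Cldn7 among them (4.38 ± 0.66). The planned count was 327 without the low-count filter, 2 with only the libraries compared and 97 with DESeq2. It was 1 without basal F79, 3 without basal F81, 19 without luminal-basal F82 and 4 without luminal-basal F84 with 1 library left out. On an axis from wild-type 12-month luminal cells (0) to basal cells (1), built from 200 genes higher in basal and 23 higher in luminal cells, the 3-month null luminal-basal libraries lay at 0.95 and 0.94 and the 12-month ones at 0.832 and 0.874, the first value of each pair being pool F82 or A5. Wild-type 3-month basal libraries lay at 1.22 and 1.09, null 12-month basal libraries at 1.06 and 1.1 and null luminal libraries at 0.163 and 0.11 (3 months) and 0.171 and 0.142 (12 months). On an axis from the 3-month wild-type libraries, the 3-month null luminal-basal libraries lay at 0.775 and 0.778, wild-type 12-month basal libraries at 0.746 and 0.72 and null 12-month basal libraries at 0.769 and 0.813. Matrix genes, which stroma also makes, are among the 200 basal genes, and endothelial genes were called higher in the wild-type 12-month basal than luminal cells too, in 6 of 11 cases. The axis therefore does not separate basal cells from stromal or vessel cells, and the basal list of the null 12-month basal libraries lay at luminal level.

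**Figure D3:**
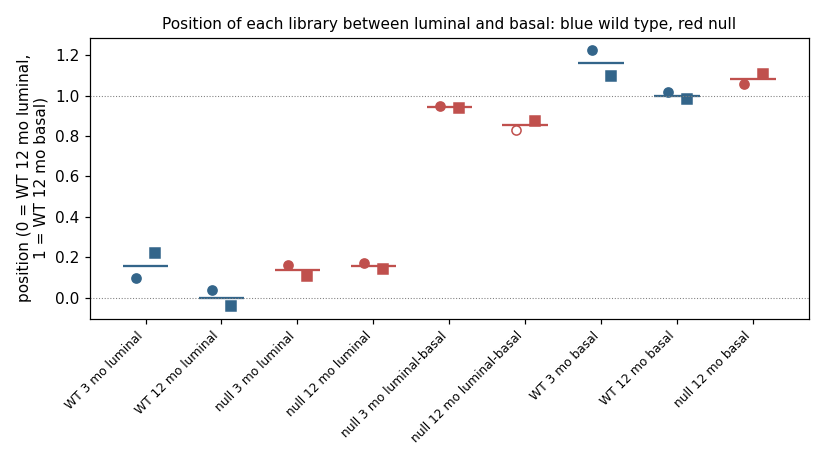
Position of each luminal, luminal-basal and basal library (vertical axis, no unit) between the means of the wild-type 12-month luminal libraries at 0 and basal libraries at 1, by group on the horizontal axis. Circles and squares are the 2 pools, bars are their mean and the open symbol is the A5 library labelled luminal-basal, at 0.832.

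Whether the change with age differed between null and wild-type cells was tested as an interaction, and edgeR called 0 genes in luminal cells (552 at an unadjusted p under 0.05, 6 with DESeq2) and 0 in stroma (1004 and 43). The fit without the doubted A5 libraries called 0 and 0. The smallest p-values in luminal cells were of Cxcl12, at 33.7 ± 14.8 and 7.71 ± 3.29 CPM in wild-type and 18.5 ± 3.05 and 36.5 ± 13.4 CPM in null cells at 3 and 12 months, and of 2.76 ± 0.52 for Cav1, 2.52 ± 0.51 for Tns1, 2.28 ± 0.49 for Igsf10 and 3.76 ± 0.83 for Itga1 (adjusted p = 0.22 to 0.528). In stroma they were of Epcam, at 119 ± 36.5 and 128 ± 85.8 CPM in wild-type and 63 ± 41.8 and 532 ± 205 CPM in null cells, and of 4.40 ± 0.89 for Plekhh1, 4.22 ± 0.90 for Urah, 4.99 ± 1.05 for Spint2 and 3.94 ± 0.85 for Sytl1 (adjusted p = 0.397). The difference of basal and luminal cells at 12 months was itself different in null glands for 23 genes (269 without the doubted A5 libraries). For example the basal over luminal difference was lower in null glands by -4.92 ± 0.68 for Irx5, -4.68 ± 0.67 for Nipal2, -2.98 ± 0.44 for Robo1 and -4.21 ± 0.66 for Col14a1, and higher by 2.65 ± 0.41 for Dock9. Irx5 was 27.4 ± 2.49 and 28.1 ± 3.84 CPM in wild-type and 25.8 ± 1.43 and 0.829 ± 0.198 CPM in null luminal and basal cells. The count of 23 was 554 without the low-count filter, 6 with the pool as a replicate block, 70 with only the libraries compared and 367 with DESeq2. With 1 library left out it was 9 without luminal A1, 5 without luminal A2, 7 without basal A1, 3 without basal A2, 7 without luminal A5, 13 without luminal A6, 1367 without basal A5 and 9 without basal A6. Among the 7 called genes named here for it, 2 kept the call with each library left out in turn, and with the pool as a replicate block Col14a1, Dchs2 and Fst lost it. For the age interactions other settings called 115 without the low-count filter, 2 with only the libraries compared and 6 with DESeq2 in luminal and 345 without the low-count filter and 43 with DESeq2 in stromal cells. Again with 1 library left out they gave 1 without luminal F82 for luminal and 4 without stromal F82 and 94 without stromal A6 for stromal cells. Changes of young null against wild-type cells and of wild-type cells with age shared the 3-month wild-type libraries; across genes, which are not independent replicates, their log2 fold changes correlated at r = 0.47 in luminal cells and 0.311 in stroma. Unchanged groups simulated against the same controls gave r = 0.493 and 0.503. The covariance was 0.369 against a simulated 0.251 in luminal cells and 0.233 against 0.268 in stroma. A split of the 2 control libraries between the changes, which leaves 1 for each, was not run.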

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

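The tests of the A5 labels, of the vessel genes and of the null-wide variant were chosen after the results were seen, and those on the chromosome and on the parent genes of the pseudogenes were written before. A test of the difference itself singled out 23 genes whose basal over luminal difference at 12 months was not the same in null and wild-type glands. The genes of smallest p, and Dchs2 and Fst of the largest falls, were -4.92 ± 0.68 for Irx5, -4.68 ± 0.67 for Nipal2, -2.98 ± 0.44 for Robo1, 2.65 ± 0.41 for Dock9, -4.21 ± 0.66 for Col14a1, -7.00 ± 1.32 for Dchs2 and -5.61 ± 1.07 for Fst. Fst, which encodes the activin antagonist follistatin, was 2.45 ± 0.469 and 77.7 ± 1.42 CPM in wild-type and 7.48 ± 0.294 and 4.87 ± 1.4 CPM in null luminal and basal cells. Capn6 was 0.193 ± 0.273 and 18 ± 15.5 CPM in wild-type and 3.16 ± 0.126 and 0 ± 0 CPM in null luminal and basal cells. The same kind of test by camera singled out 11 gene lists for this difference, 12 for age by genotype in luminal cells and 14 in stroma, and 0 of each with an estimated correlation.

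The A5 libraries labelled luminal-basal and stromal carried each other's markers. Mixing with the labelled population as the greater part of each tube was argued against, since fibroblast genes in the library labelled stromal lay -5.79 log2 units from the lowest other stromal library (SD of these 0.527), where it needs at most 1 unit. Basal genes in the library labelled luminal-basal lay -3.1 log2 units from the lowest other luminal-basal library (SD 0.418). For smaller shares, fibroblast genes in the library labelled stromal lay -4.18 from the highest luminal-basal library of the other pools (F82) and -0.624 from the next, and basal genes in the library labelled luminal-basal -0.998 from the highest stromal library (A2) and -0.0342 from the next. From the next libraries both lay within 2 SD, so that smaller shares cannot be told apart from none. An exchange of the 2 labels needs each library to correlate more closely with the other label, and the margins were 0.283 and 0.162, so an exchange is a candidate explanation. It was found from the same values, so that it is a hypothesis, and the labels were not changed. An altered tissue in this null pool stays open as untested.

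Endothelial genes were high in the null 12-month basal libraries, and 10 of 11 lay above both wild-type libraries in both null ones, which endothelial cells in the basal gate could bring. A loss of basal cells leaving other types alike stays undecided. The endothelial median (2.12 log2) lay 3.59 ± 0.301 above the luminal median (-1.47), but basal cells may hold luminal genes too. The fibroblast median was 1.82 (SE 0.279) and the macrophage median 0.61 (SE 0.515). The planned fit called 0 fibroblast and 0 endothelial genes. Low complexity of the A6 library was argued against by the A5 library, in which the median endothelial difference was 2.24 log2 units. A change in the vessels of null glands with age, a difference in the gate between pools and a shift of basal cells into the luminal-basal gate stay open as untested.

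Rpl34-ps1 and Rps2-ps10 were higher in null libraries of every fraction but the stromal library of A6. Variant DNA beside the LacZ allele stays open. The 2 genes lie on other chromosomes, but a copy missing from GRCm38 could align to them. A higher level of the parent genes Rpl34 and Rps2 was argued against, as the highest parent log2 fold change in luminal and stromal comparisons was 0.229. A variant of the null line elsewhere in the genome might bring both changes. Stromal A6 lay within the wild-type range (0.404 CPM of Rpl34-ps1 and 2.83 of Rps2-ps10), which 1 library leaves undecided. Its Snai2 level (0.202 CPM) lay below that of every wild-type library (at least 0.743 CPM). Snai2 did not follow the label in every library, since luminal-basal F82, labelled null, held 5.76 CPM. Strain background of the null and wild-type mice stays open as untested.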

How the results depend on the processing

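The comparisons without the 2 doubted A5 libraries were chosen after the data were seen, and all other settings before the data were examined. In a simulated 12 against 3 month comparison of wild-type luminal cells edgeR called 4% of genes changed 2-fold, 12% of those changed 4-fold, 46% at 8-fold and 58% at 16-fold. Where 1 library is left out, the lone library of its group is assumed to vary like the other groups. RLE normalisation left every count of called genes within 1.5-fold, and of 269 gene values given in the report 2 lost the call under it. With DESeq2 55 of them gained the call and 2 lost it, and with only the libraries compared 59 gained and 71 lost it. Of 180 called in the planned fit 32 kept the call with each library left out in turn, and none of them changed sign. The same pool number marks the same mice, and with the pool as a replicate block counts became 882 (stroma against epithelium), 891 (luminal-basal against basal, 12 months) and 6 (basal over luminal by genotype), 40 named genes lost the call, and in the comparisons within pools, the only ones this fit covers, no list call given in the report was lost. With this block and without the doubted A5 libraries 5 named genes lost the call and 5 gained it.

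Without the doubted A5 libraries the counts of called genes became 1751 (basal against luminal, wild type, 3 months), 2508 (stroma against epithelium), 1004 (basal against luminal, wild type, 12 months), 115 (age, wild-type luminal), 55 (age, wild-type basal), 37 (age, wild-type stroma), 1 (genotype, luminal, 3 months), 2 (genotype, stroma, 3 months), 4 (genotype, luminal, 12 months), 1926 (genotype, basal, 12 months), 251 (age, null luminal-basal), 33 (age, null stroma), 1196 (luminal-basal against luminal, 3 months), 1767 (luminal-basal against luminal, 12 months), 3452 (luminal-basal against basal, 12 months), 54 (null luminal-basal against wild-type basal) and 269 (basal over luminal by genotype). With the pool as a replicate block in addition they were 2001 (basal against luminal, wild type, 3 months), 2703 (stroma against epithelium), 1212 (basal against luminal, wild type, 12 months), 1348 (luminal-basal against luminal, 3 months), 1672 (luminal-basal against luminal, 12 months), 3502 (luminal-basal against basal, 12 months) and 357 (basal over luminal by genotype). Without the low-count filter, which also changes the set of genes tested, they were 1742 (basal against luminal, wild type, 3 months), 2345 (stroma against epithelium), 1394 (basal against luminal, wild type, 12 months), 331 (age, wild-type luminal), 211 (age, wild-type basal), 147 (age, wild-type stroma), 17 (genotype, luminal, 3 months), 22 (genotype, stroma, 3 months), 106 (genotype, luminal, 12 months), 1975 (genotype, basal, 12 months), 628 (genotype, stroma, 12 months), 59 (age, null luminal), 291 (age, null luminal-basal), 1180 (age, null stroma), 1561 (luminal-basal against luminal, 3 months), 1579 (luminal-basal against luminal, 12 months), 2265 (luminal-basal against basal, 12 months), 327 (null luminal-basal against wild-type basal), 115 (age by genotype, luminal), 345 (age by genotype, stroma) and 554 (basal over luminal by genotype). DESeq2 gave 1720 (basal against luminal, wild type, 3 months), 1025 (basal against luminal, wild type, 12 months), 119 (age, wild-type luminal), 87 (age, wild-type basal), 48 (age, wild-type stroma), 3 (genotype, luminal, 3 months), 5 (genotype, stroma, 3 months), 22 (genotype, luminal, 12 months), 1963 (genotype, basal, 12 months), 135 (genotype, stroma, 12 months), 2 (age, null luminal), 30 (age, null luminal-basal), 757 (age, null stroma), 1102 (luminal-basal against luminal, 3 months), 1212 (luminal-basal against luminal, 12 months), 2451 (luminal-basal against basal, 12 months), 97 (null luminal-basal against wild-type basal), 6 (age by genotype, luminal), 43 (age by genotype, stroma) and 367 (basal over luminal by genotype). Fits of only the libraries compared, which estimate the spread from fewer libraries, gave 3489 (basal against luminal, wild type, 3 months), 4194 (stroma against epithelium), 1993 (basal against luminal, wild type, 12 months), 550 (age, wild-type luminal), 706 (age, wild-type basal), 290 (age, wild-type stroma), 1 (genotype, luminal, 3 months), 2 (genotype, stroma, 3 months), 14 (genotype, luminal, 12 months), 355 (genotype, basal, 12 months), 0 (age, null stroma), 0 (luminal-basal against luminal, 12 months), 0 (luminal-basal against basal, 12 months), 2 (null luminal-basal against wild-type basal), 2 (age by genotype, luminal) and 70 (basal over luminal by genotype). With 1 library left out at a time the counts ran over 164 to 446 (basal against luminal, wild type, 3 months), 160 to 584 (stroma against epithelium), 126 to 232 (basal against luminal, wild type, 12 months), 0 to 5 (age, wild-type luminal), 75 to 3128 (genotype, basal, 12 months), 0 to 534 (genotype, stroma, 12 months), 0 to 1 (age, null luminal), 0 to 119 (age, null luminal-basal), 2 to 941 (age, null stroma), 154 to 445 (luminal-basal against luminal, 3 months), 49 to 1195 (luminal-basal against luminal, 12 months), 282 to 3562 (luminal-basal against basal, 12 months), 1 to 19 (null luminal-basal against wild-type basal), 0 to 1 (age by genotype, luminal), 0 to 94 (age by genotype, stroma) and 3 to 1367 (basal over luminal by genotype). The cause of these shifts was not tested beyond what the settings change by construction.

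The fall of Snai2 passed the test in stroma at both ages in 2 settings, with fitted log2 values of -5.83 (stromal, 3 months, adjusted p = 0.0367) and -7.81 (stromal, 12 months, adjusted p = 0.00966) in DESeq2 and -5.70 (stromal, 3 months, adjusted p = 1.4e-06) and -7.48 (stromal, 12 months, adjusted p = 3.3e-09) without the filter. In 12-month basal cells it ran from -11.32 to -8.03 with 1 library left out, and lost the call without basal A1 and without basal A6. Gene list calls over all comparisons numbered 227, 5 with an estimated correlation and 39 with fry. Signs turned with 1 library left out for Krt8 of 3-month null luminal cells (range -0.23 to 1.29, lowest without luminal F84), Csn2 of 12-month null luminal cells (-5.58 to 2.68, highest without luminal A1) and Krt14 of null luminal-basal against wild-type basal cells (-0.42 to 0.78, lowest without luminal-basal F84). With age in null luminal-basal cells they turned for Adam19 (fitted -9.83 without the doubted A5 libraries, range -9.84 to 1.71 with 1 library left out), Ehd3 (-9.07 to 1.46) and Krt24 (-2.81 to 11.07).

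Positions between luminal (0) and basal (1) cells shifted on the axis from 3-month wild-type libraries to 0 (wild-type 3-month luminal), 1 (wild-type 3-month basal), 0.0307 (null 3-month luminal), 0.777 (null 3-month luminal-basal), 0.0491 (null 12-month luminal), 0.686 (null 12-month luminal-basal) and 0.791 (null 12-month basal). With 50 genes each way they were 0.188 (null 3-month luminal), 0.984 (null 3-month luminal-basal), 0.19 (null 12-month luminal) and 0.90 (null 12-month luminal-basal), and with all called genes 0.89 (null 3-month luminal-basal), 0.135 (null 12-month luminal) and 0.806 (null 12-month luminal-basal). The correlation of null and ageing changes was 0.509 (luminal) and 0.188 (stroma) among genes of at least 10 CPM. Over all tested genes it was 0.305 to 0.594 and 0.184 to 0.457 with 1 library left out. Spearman's coefficient was 0.455 (luminal) and 0.261 (stroma). Covariance minus its simulated value was 0.0744 (luminal) and -0.0258 (stroma) among those genes, and ran over -0.0817 to 0.275 and -0.205 to 0.0843, so that its sign turned without luminal F81 and without stromal F82.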

Other observations

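The genes and pools in this part were chosen after their values were seen, and no test was run on them. Trp63, the transcription factor gene needed for basal epithelium, was 418 and 181 CPM in 3-month null luminal-basal libraries (F82 and F84) and 353 and 281 CPM in wild-type basal ones (F79 and F81). At 12 months it was 577 CPM in the A6 and 32.9 CPM in the A5 luminal-basal library, and 396 CPM in the A5 library labelled stromal, against 7.56 and 44.8 CPM in null basal and 203 and 192 CPM in wild-type basal libraries.

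Some milk and proliferation genes differed between 12-month pools of the same genotype, but not alike in every fraction. In 12-month wild-type glands Csn1s1, a casein gene, was 6167 CPM in luminal A1 and 252 CPM in luminal A2, and Lalba, of lactose synthesis, 61.2 and 1.67 CPM. Mki67, of dividing cells, ran the other way, with 11.6 and 204 CPM in luminal and 18.6 and 207 CPM in basal cells. In null 12-month luminal cells Mki67 was 7.34 CPM in A5 and 88.4 CPM in A6, and Csn1s1 317 and 730.3 CPM. The oestrous stage and parity of the mice are not given in the sources used here.

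Replicate libraries correlated at r = 0.648 in 12-month null stroma, 0.67 in 12-month luminal-basal, 0.797 in 12-month null basal and 0.834 in 3-month luminal-basal cells, and at 0.925 to 0.969 in the other groups. Stromal genes were also present in the 3-month luminal-basal library F82, which had 379.7 CPM of Col1a1 against 39.9 CPM in F84, and this F82 library was the null library with the most Snai2 reads.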
